A study of Mus musculus with 78 samples. Its data were reported in "Efficient in vivo genome editing prevents hypertrophic cardiomyopathy in mice" (2023).

How the data were processed

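The series covers amplified Myh6 cDNA from mouse heart chambers, with 78 labelled samples. Values were used for 30 of them, the chambers of 8 S4/SvEv mice given SaCas9 nuclease at a named low, medium or high dose. The other 48 samples, which received adenine base editors, SaCas9 without a named dose, or no treatment, were not analysed here. The mouse number in a sample's title linked the chambers of an animal to each other and to the tables of LV gDNA and echocardiography.

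Per the methods of the study and the labels, the authors reverse transcribed Myh6 RNA, amplified it by PCR, sequenced the products and aligned the reads to mm10, with STAR named in the submitters' processing notes. The labels describe polyA-selected RNA and enzymatic fragmentation, while the methods describe total RNA, a Myh6 primer, 2 PCR primer pairs and Nextera libraries. The study ties its counts of R403Q and wild-type reads to the latter route, and why the labels differ is not stated. The authors counted R403Q and wild-type reads with an R script of their own and expressed inactivation as the shortfall of R403Q reads relative to wild-type reads of the same sample. The measure therefore falls if wild-type transcripts are lost as well.

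For LV gDNA, the authors amplified the target site, sequenced it and quantified indels with CRISPResso2 in batch mode, and the deposited values are in percent. The column header gives percent indels without a denominator, whereas the study describes a percentage of R403Q alleles. The values alone do not settle which applies. The level of the ratio of inactivation to indels depends on it, and the change of that ratio with dose may as well. In the tables of inactivation and echocardiography the deposited columns mix kinds of values, with inactivation in percent, LVPW in mm, LVPW/LVDd as a ratio and FS in percent. Echocardiography was read by M-mode over consecutive heartbeats by an observer blinded to genotype.

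The study gives an approximate number of reads per amplified fragment of Myh6 cDNA. Counts of single samples were not part of the values used, so the depth of each is unknown, and no counting interval or floor was computed. Precision is given as the SD between mice. The mouse was the unit of replication, and the chambers of a mouse were not treated as independent. The p-values place a result among the rearrangements of these mice and do not measure the spread within a dose. The labels name no sequencing batch, so a batch that follows dose cannot be told apart from dose. They name no litter or injection cohort either, and the animal numbers are consecutive within each dose. A cohort that follows dose therefore cannot be told apart from dose.

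Numbers were read with Python 3.11.15 and NumPy 2.4.6, ranked with SciPy 1.17.1 and plotted with matplotlib 3.10.9. The 24 mean and SD entries of the authors' inactivation table were checked against values recomputed from the mice, and 24 of 24 were equal within 1e-06. Gene, exon and codon positions came from GENCODE M21, which uses the authors' build. The published primers were placed on Myh6-201 by exact match. Both reverse primers match Myh7-201 with 0 mismatches, whereas the forward primers have at least 4 and 2 mismatches to it and the 20 nt around the R403 codon have at least 5. The published reverse transcription primer equals the sense strand of exon 12, 5′ of both forward primers, and as printed would not prime Myh6 mRNA.

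Dose trends were least-squares slopes over dose levels coded 1, 2 and 3, tested by permuting the dose labels over mice exactly, two-sided. Chamber differences were taken within mice and tested by exact two-sided sign flips, with the mouse as block. Ventricle was the mean of LV and RV, or LV alone for the 2 mice without RV, and atrium was the mean of LA and RA. The mouse mean covered LV, LA and RA, which all mice had. Benjamini-Hochberg adjustment was applied within the 4 chamber trends, the 6 pairs of chambers and the 3 echocardiographic measures, with a threshold of 0.05. Steps between adjacent doses were tested by exact permutation, although 2 groups this small cannot pass the threshold in that test. The deviations of a mouse from its dose mean were compared between chambers as a check of the block, which rests on the chambers coming from the same animal, and their correlation ran from -0.20 to 0.91 over the 6 pairs.

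These 20 tests, the rule for naming mice and the alternatives were fixed before the data were examined, but after the study's text and part of its source tables, with LV indels and most low-dose inactivation values, had been read. Alternatives left out each mouse in turn, used ranks, coded dose as the log10 of the vector dose, expressed inactivation as the log2 of the remaining R403Q to wild-type ratio, removed the mouse block, kept only mice with 4 chambers, used LV alone as ventricle, averaged every chamber of a mouse, or took log2 of percent indels. Removing the block used 100000 resamples where both groups held 10 or more values (seed 20). A log2 ratio of ventricle to atrium and a dose trend of the LA minus RA difference were added after the data were seen.

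The gDNA table and the dose echocardiography table hold 38 values of mice that match no labelled sample, 5 mice in the former and 11 in the latter, including 3 whole columns of untreated or wild-type mice. These values were not used. The table of echocardiography over age has 27 mouse entries without animal numbers, of which only the authors' means and p-values were read. No untreated values enter as background, and all p-values computed here come from mice that received vector.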

Results

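The deposited tables describe heterozygous mice of the S4/SvEv background that carry R403Q, a missense change in Myh6 (the gene of the α isoform of cardiac myosin heavy chain) that produces hypertrophic cardiomyopathy, a disease of thickened heart muscle. The mice received Staphylococcus aureus Cas9 nuclease (SaCas9) with a guide against the mutant allele, carried by the adeno-associated virus AAV9 under a cardiomyocyte promoter. Cuts repaired with insertions or deletions (indels) disrupt that allele. Inactivation of the R403Q allele was measured in Myh6 cDNA of 30 heart chamber samples from 8 mice, 3 at the low dose, 3 at the medium dose and 2 at the high dose. All 8 mice had left ventricle (LV), left atrium (LA) and right atrium (RA) values, and 6 had right ventricle (RV) values, 2 at each dose. There were 7 females and 1 male, low-dose mouse 4078. The same 8 mice had percent indels in LV genomic DNA (gDNA) and echocardiographic values. The study gives a range of treatment times for the sequenced mice, and the time of each mouse is not known here. A harvest time that follows dose therefore cannot be told apart from dose. The values are percentages without read counts, so the depth behind each is unknown beyond the approximate number of reads per cDNA fragment that the study gives.

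Myh6 (ENSMUSG00000040752.16) lies on the minus strand of chromosome 14, from 54941921 to 54966927 in mm10. The arginine codon that R403Q changes lies in exon 13 of transcript Myh6-201, at 54960468 to 54960470. It is codon 404 of that mouse transcript, since the name R403Q follows human numbering. Primer pair 1 bounds 300 nt of the spliced transcript and primer pair 2 bounds 395 nt, and both products run from exon 12 to exon 14 (the map of the amplified region). Products from cDNA therefore span introns and differ in length from any made from gDNA.

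**Figure D1:**
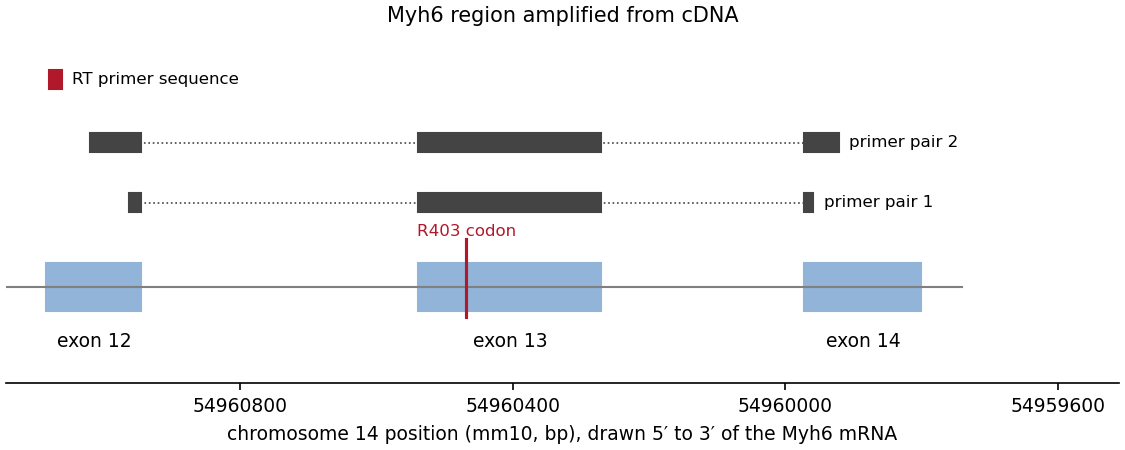
Map of Myh6 exons 12 to 14 on chromosome 14 (mm10; x axis, position in bp, drawn in the direction of transcription), with exons in blue, the exonic parts of both PCR products in grey, the reverse transcription primer sequence in red and the R403 codon as a red line. Both products cover the codon in exon 13, and they are 300 nt and 395 nt long in the spliced transcript.

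The first comparison asked how far inactivation of the mutant allele followed vector dose in each chamber. LV inactivation was 22.03% ± 1.38 (SD, n = 3) at the low dose, 46.6% ± 1.59 (n = 3) at the medium dose and 71.5% ± 3.61 (n = 2) at the high dose. RV inactivation was 21.3% ± 2.12 (SD, n = 2), 37.9% ± 7.85 (n = 2) and 71.7% ± 3.89 (n = 2) at these doses. In the LA the means were 14.5% ± 0.643 (SD, n = 3), 34.2% ± 2.87 (n = 3) and 57.1% ± 4.74 (n = 2). In the RA they were 24.2% ± 5.89 (SD, n = 3), 34.1% ± 4.10 (n = 3) and 57.6% ± 3.04 (n = 2). In every chamber each high-dose value exceeded each medium-dose value, and each medium-dose value exceeded each low-dose value.

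Inactivation rose by 24.7 percentage points per dose step in the LV, 21.1 in the LA and 16.2 in the RA. For each of these 3 chambers the two-sided exact permutation test over 560 arrangements of the 8 mice gave p = 0.00179, the smallest it allows, and adjusted p = 0.00238 over the 4 chambers. The RV rose by 25.2 points per step, with exact permutation p = 0.0222 over 90 arrangements of 6 mice, also the smallest possible (adjusted p = 0.0222). The RV result lost this call without medium-dose mouse 4805 or 4806 (adjusted exact permutation p = 0.0667). With 2, 1 and 2 mice left, the mirrored order of doses is as extreme as the real one, so this is the smallest p that layout gives.

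Averaged over LV, LA and RA, a mouse had 20.3% ± 1.86 (SD, n = 3) inactivation at the low dose, 38.3% ± 1.33 (n = 3) at the medium dose and 62.0% ± 3.79 (n = 2) at the high dose. This mean rose by 20.7 points per dose step (exact permutation p = 0.00179, n = 8). The low to medium step was 18.03 points and the medium to high step was 23.7 points, both larger than the spread between mice of a dose. With the exact permutation test neither step can be called at 0.05 by itself, because p = 0.1 for each is the smallest that 20 and 10 arrangements give.

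**Figure D2:**
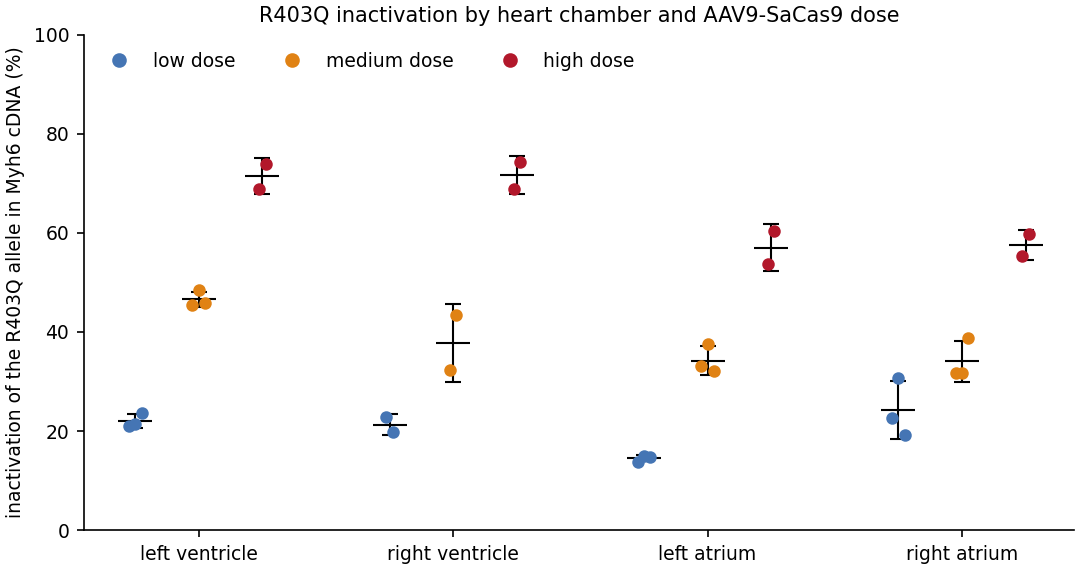
Inactivation of the R403Q allele in Myh6 cDNA (y axis, percent) by heart chamber (x axis) and dose (color). Points are mice, horizontal bars are means and whiskers are SD; LV means were 22.03%, 46.6% and 71.5%, while the low-dose RA mean of 24.2% lay above the low-dose LA mean of 14.5%.

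The second comparison asked whether ventricles, whose cardiomyocytes generate systemic and pulmonary pressure, differed from the thin-walled atria. Ventricular inactivation exceeded atrial inactivation of the same mouse by 7.91 percentage points on average, in 7 of 8 mice. The two-sided exact sign-flip permutation test, which keeps each mouse as a block, gave p = 0.0156 (n = 8). The mouse in the other direction was low-dose mouse 4079, with a ventricular mean of 22.2% and an atrial mean of 22.9%. With the block removed, the difference was 9.20 points over the 30 samples and a permutation test gave p = 0.183. Restricted to the 6 mice with all 4 chambers it was 7.90 points, with exact sign-flip p = 0.0625.

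The ventricular excess was 2.25 points ± 2.73 (SD, n = 3) at the low dose, 9.33 ± 3.68 (n = 3) at the medium dose and 14.3 ± 0.141 (n = 2) at the high dose. It rose by 6.08 points per dose step (exact permutation p = 0.00536, n = 8). The change was in percentage points. On the log2 ratio of ventricle to atrium, an alternative chosen after the values were seen, the slope was 0.083 per step (exact permutation p = 0.28). Over their 4 ventricular and 4 atrial samples, the 2 high-dose mice had 71.6% ± 3.06 (SD over samples) in ventricles and 57.3% ± 3.26 in atria. The exact sign-flip test over 2 mice cannot reach 0.05.

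Among the 6 pairs of chambers, the LV exceeded the LA by 11.04 points, in 8 of 8 mice (exact sign-flip p = 0.00781, adjusted p = 0.0469). This call was lost with any 1 mouse left out (adjusted exact sign-flip p = 0.0938) and without the block (adjusted exact permutation p = 0.781). The LV exceeded the RA by 7.35 points, in 6 of 8 mice (exact sign-flip p = 0.0625, adjusted p = 0.188), and so did not pass. The RV stood 8.02 points above the LA in 5 of 6 mice (exact sign-flip adjusted p = 0.188) and 4.35 points above the RA in 5 of 6 (exact sign-flip adjusted p = 0.281). The latter difference was 2.28 points without mouse 4007, 2.52 without mouse 4006 and 6.8 without mouse 4079. The LV stood 3.43 points above the RV on average, in 3 of 6 mice (exact sign-flip adjusted p = 0.281), but 0.9 points without medium-dose mouse 4805. The LA minus RA difference was -3.69 points (exact sign-flip adjusted p = 0.258), with the LA above the RA in 3 of 8 mice. It was -1.97 points without mouse 4079.

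The third comparison set the genomic readout of the LV beside the transcript readout. LV gDNA indels were 0.875% ± 0.152 (SD, n = 3) at the low dose, 4.62% ± 0.168 (n = 3) at the medium dose and 9.30% ± 0.432 (n = 2) at the high dose. They rose by 4.18 percentage points per dose step (exact permutation p = 0.00179, n = 8), with no overlap between doses. Transcript inactivation was higher than the indel percentage in every LV. The ratio of LV inactivation to LV indels was 25.6 ± 4.08 (SD, n = 3) at the low dose, 10.1 ± 0.566 (n = 3) at the medium dose and 7.70 ± 0.746 (n = 2) at the high dose. The log2 of this ratio fell by 0.90 per dose step (exact permutation p = 0.00179, n = 8). The ratio spans different assays, and LV gDNA includes nuclei of cells in which the promoter is not active. Its level depends on whether indels are a percentage of all reads or of R403Q alleles. A percentage of all reads would include indels of wild-type alleles, whose loss the study reported to depend on dose. The change of the ratio with dose may therefore depend on the denominator too. No correlation coefficient is given, since the mice form 3 separate clusters by dose.

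**Figure D3:**
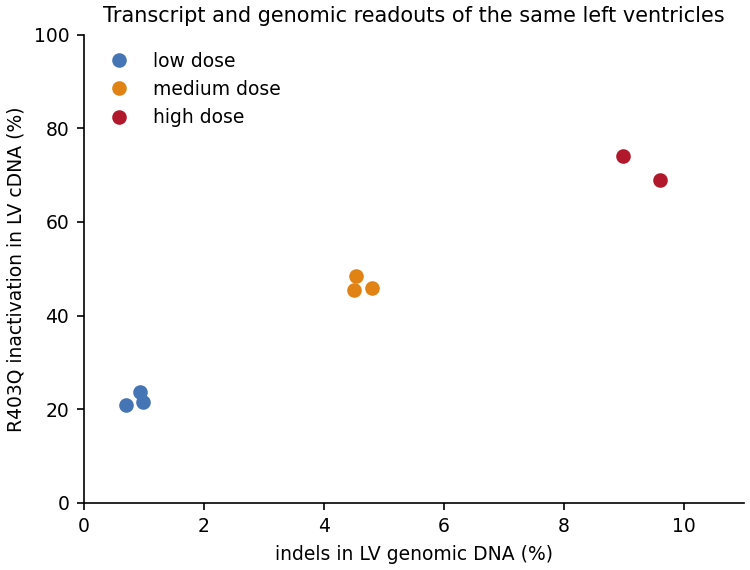
LV R403Q inactivation in Myh6 cDNA (y axis, percent) against indels in LV gDNA (x axis, percent), with a point for each mouse and color for dose. The doses form separate clusters; low-dose mice had 0.703% to 0.989% indels with 21% to 23.6% inactivation, and high-dose mice had 8.99% to 9.61% indels with 68.9% to 74.0% inactivation.

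The fourth comparison asked whether heart morphology and contraction of these 8 mice followed dose. LV posterior wall thickness (LVPW), a measure of hypertrophy, was 0.86 mm ± 0.154 (SD, n = 3) at the low dose, 0.767 ± 0.0153 (n = 3) at the medium dose and 0.79 ± 0.0283 (n = 2) at the high dose. The ratio of LVPW to LV diastolic dimension (LVPW/LVDd) was 0.283 ± 0.102 (SD, n = 3), 0.217 ± 0.0289 (n = 3) and 0.215 ± 0.00707 (n = 2). Fractional shortening (FS), the systolic narrowing of the LV cavity, was 41.3% ± 5.04 (SD, n = 3), 38.5% ± 6.21 (n = 3) and 29.8% ± 2.69 (n = 2). The FS slope was -5.52 percentage points per dose step (exact permutation p = 0.0625, adjusted p = 0.188 over 3 measures, n = 8), which did not pass the threshold. The LVPW slope was -0.0395 mm (adjusted exact permutation p = 0.505) and the LVPW/LVDd slope was -0.0367 (adjusted exact permutation p = 0.501).

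Low-dose mouse 4079 had an LVPW of 1.03 mm against 0.73 and 0.82 mm in the other low-dose mice, an LVPW/LVDd of 0.4 against 0.21 and 0.24, and an FS of 35.8% against 42.4% and 45.7%. Without it the LVPW slope changed sign, to 0.0075 mm per dose step, and the LVPW/LVDd slope was -0.005. The FS slope was -7.125 percentage points per dose step without mouse 4079 (adjusted exact permutation p = 0.0857). It was -4.65 without low-dose mouse 4080 (adjusted exact permutation p = 0.219), and no alternative brought FS past the threshold. Without low-dose mouse 4080 the LVPW slope was -0.0675 mm. The medium-dose LVPW values lay between 0.75 and 0.78 mm. Untreated and wild-type mice of this table, and 4 of its 6 high-dose mice, match no labelled sample and enter no value computed here. The authors' own comparisons include those mice. For FS, the authors' deposited table lists p-values of 0.00998 for the low against the high dose, 0.0417 for the medium against the high dose and 0.583 for the low against the medium dose. For FS of wild-type against high-dose mice, the authors' deposited table lists 0.00677. The FS trend over 2 high-dose mice therefore leaves open a difference that those comparisons call.

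**Figure D4:**
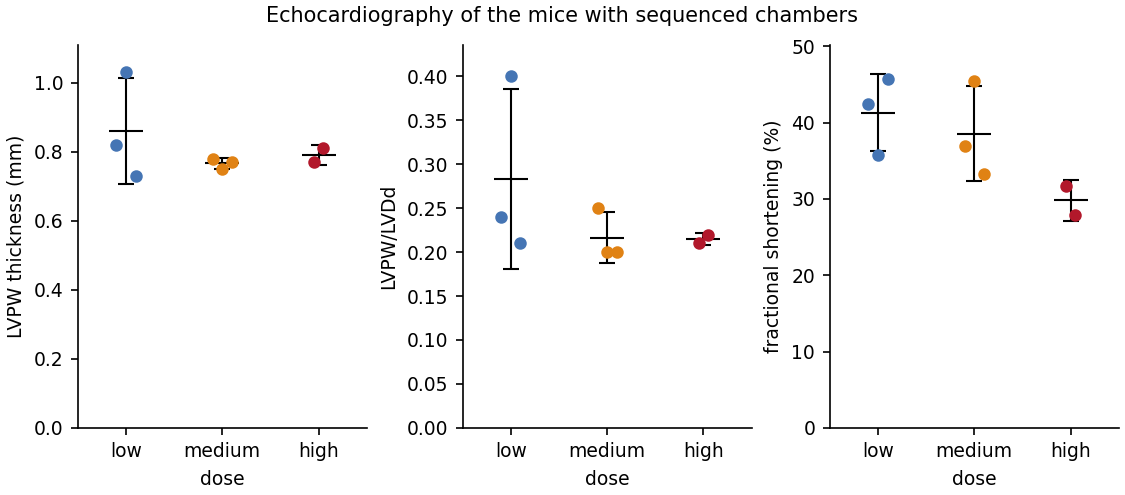
Echocardiography of the 8 mice with sequenced chambers by dose (x axis), with LVPW thickness (y axis, mm), LVPW/LVDd (y axis, ratio) and FS (y axis, percent). Points are mice, horizontal bars are means and whiskers are SD; low-dose mouse 4079 stands apart at 1.03 mm and 0.4.

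By the rule fixed for naming mice, a mouse is named when its value lies outside the range of the others of its dose by more than that range. In groups of 3 this names 1 mouse unless the values are evenly spaced, and it did so in 14 of 14 groups, so the naming is no evidence of an aberrant mouse. In the LV these were mouse 4080 (low, 23.6%) and mouse 4805 (medium, 48.4%). In the LA they were mouse 4078 (low, 13.8%) and mouse 4805 (medium, 37.5%), and in the RA mouse 4079 (low, 30.7%) and mouse 4806 (medium, 38.8%). For LV indels they were mouse 4078 (low, 0.703%) and mouse 4806 (medium, 4.81%). For echocardiography they were mouse 4079 on all 3 measures at the low dose, mouse 4805 for LVPW (0.75 mm) and FS (45.4%) at the medium dose, and mouse 4804 for LVPW/LVDd (0.25) at the medium dose.

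Echocardiography over age was deposited for high-dose R403Q mice, untreated R403Q mice and untreated wild-type mice without animal numbers, so it is given only as the authors' means and p-values. In the authors' deposited table, mean LVPW at 29 weeks was 0.750 mm in high-dose R403Q mice, 1.13 mm in untreated R403Q mice and 0.742 mm in wild-type mice. Mean LVPW/LVDd at that age was 0.189, 0.355 and 0.220 for these arms in the authors' deposited table. Mean FS at 29 weeks was 24.4%, 42.9% and 41.6% in the authors' deposited table. High-dose mean FS was 36.5% at 5 weeks, 29.5% at 10 weeks and 25.6% at 18 weeks in the authors' deposited table. The high-dose means of the later ages cover fewer animals than those of the early ages. Per the study, the echocardiography by dose given above came from a single age, younger than 29 weeks.

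For high-dose against untreated R403Q mice at 29 weeks, the authors' deposited table lists p-values of 8.82e-06 for LVPW, 3.38e-05 for LVPW/LVDd and 4.86e-06 for FS. For high-dose R403Q against wild-type mice, the authors' deposited table lists 0.74 for LVPW, 0.0495 for LVPW/LVDd and 8.76e-08 for FS. For untreated R403Q against wild-type mice, the authors' deposited table lists 9.02e-06 for LVPW, 0.000223 for LVPW/LVDd and 0.631 for FS. In these means, untreated R403Q hearts had thick walls with FS near the wild-type level, and high-dose hearts had walls near the wild-type level with lower FS.

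**Figure D5:**
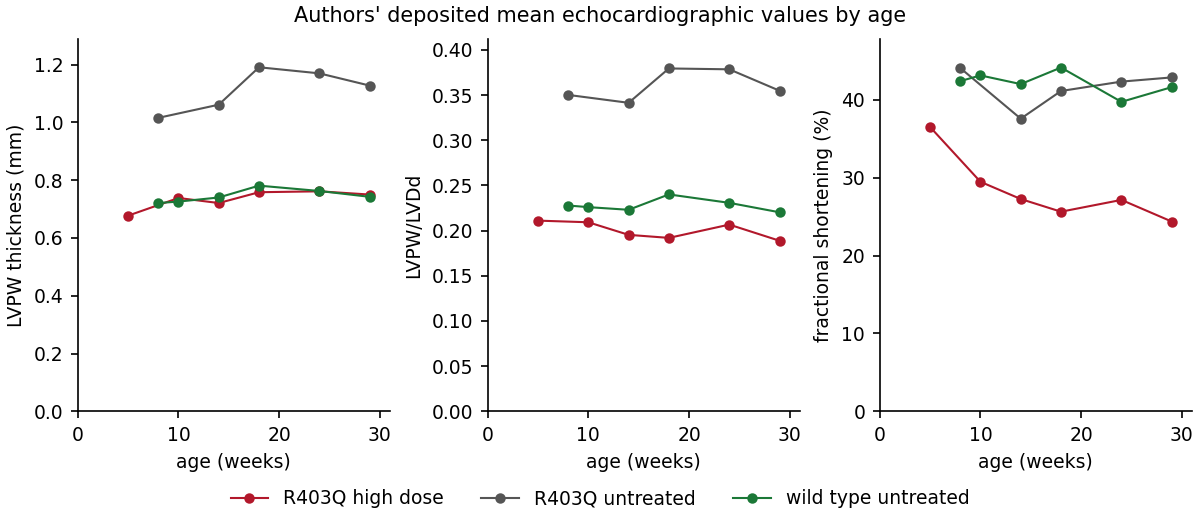
Means in the authors' deposited table of LVPW (y axis, mm), LVPW/LVDd (y axis, ratio) and FS (y axis, percent) by age (x axis, weeks) for high-dose R403Q, untreated R403Q and untreated wild-type mice, without error bars. High-dose LVPW stays close to wild type, and high-dose FS lies below both other arms, at 24.4% at 29 weeks.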

Values the study reported

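The study reported vector doses of 1.1e+12 vg per kg (low), 5.4e+12 vg per kg (medium) and 1.1e+13 to 2.2e+13 vg per kg (high). For the 2 sequenced high-dose mice it gave 2.2e+13 vg per kg. It reported a mean R403Q inactivation of 72% ± 3% in ventricles and 57% ± 3% in atria, with P = 0.0007, and named no dose beside them. After rounding, these are the means over the chamber samples of the 2 sequenced high-dose mice, not over all doses. It also reported loss of about 4% of the wild-type allele in LV gDNA at 30 weeks after the high dose. From this loss the study estimated that a several times larger share of cardiomyocytes carried a disrupted wild-type allele. Its reasons were that cardiomyocytes are a minority of cardiac cells and that only they expressed the nuclease. Of the mice given the high dose, 2 developed heart failure and were killed at 21 weeks.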

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

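The tests of explanations in this part were chosen after the result they address had been seen, whereas the dose trend of the ventricle minus atrium difference itself was planned.

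The excess of ventricular over atrial inactivation differed between doses, rising by 6.08 percentage points per dose step (exact permutation p = 0.00536, 8 mice). The high RA value of low-dose mouse 4079 is an unlikely sole source, since without that mouse the slope was 5.26 points (exact permutation p = 0.00952). Atrial inactivation may instead be a fixed proportion of ventricular inactivation, in which case the difference grows with the level. The log2 ratio of ventricle to atrium had a slope of 0.083 per dose step (exact permutation p = 0.28), and ran from 0.022 to 0.12 when each mouse was left out. That slope did not pass the threshold and never turned negative. For the mean of LA and RA, a fixed proportion and a ratio that rises with dose therefore cannot be told apart with 8 mice. That mean joins atria that stood apart at the low dose, where the LV, LA and RA means were 22.03%, 14.5% and 24.2%. At the high dose these means were 71.5%, 57.1% and 57.6%. The ratio of the LV to each atrium by itself was not tested.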

How the results depend on the processing

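To the alternatives fixed beforehand were added a log2 ratio of ventricle to atrium and the LA minus RA trend, both chosen after seeing the data. Of 216 alternatives over 21 results, 201 kept direction and side of the threshold, 14 lost the call, 0 gained one and 1 reversed. In 154 of 155 settings without 1 mouse the direction held; leaving out a high-dose mouse leaves 1, assumed to vary like the others. The LVPW trend spanned -0.0675 to 0.0075 mm per step, turning positive without mouse 4079 and steepest without mouse 4080. The RV trend spanned 22.8 to 27.1 points per step and was 25.2 without medium-dose mouse 4805 or 4806, where the call was lost because the mirrored order is as extreme in the layout left (adjusted exact p 0.0222 to 0.0667 over its alternatives). LV minus LA spanned 10.4 to 11.7 points, losing the call without any 1 mouse, where it kept the smallest p of 7 mice and no other pair came as low. Without the mouse block, LV minus LA stayed 11.04 and ventricle minus atrium was 9.20, both losing the call because the spread between doses enters the error (adjusted p of LV minus LA, exact, 0.0469 to 0.781 over its alternatives), and no other call changed. With only mice with all 4 chambers, ventricle minus atrium was 7.9 points, against 7.91 over all mice. It lost the call because 64 sign arrangements replaced 256 while mouse 4079 still went the other way. The slope of the log2 ratio of ventricle to atrium was 0.083 and lost the call. Whether the mean of LA and RA is a fixed proportion of ventricular inactivation stayed undecided. Among results that passed no threshold, 1 mouse moved some by over 1.5 times: LV minus RV was 0.9 without 4805, LA minus RA -1.97 without 4079, its dose trend 3.08 without 4079, the LVPW/LVDd trend -0.005 without 4079, and RV minus RA spanned 2.28 to 6.8 (without 4007 and 4079; 4006 also moved it). The steps between adjacent doses could not pass the threshold by exact permutation, so their tests say nothing about stability. The same holds for the pairs with the RV when a mouse was left out, since exact sign flips of 5 mice cannot pass 0.05. These settings are counted among those that kept their side. Depth is known only as the study's approximate number of reads per cDNA fragment, and its limit on these results was not assessed.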

Other observations

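The tests of explanations in this part, and the dose trend of the LA minus RA difference, were chosen after the results were seen.

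At the low dose the RA exceeded the LA in 3 of 3 mice, and the LA minus RA difference was -9.67 points ± 5.69 (SD, n = 3). It was 0.167 ± 6.34 (SD, n = 3) at the medium dose and -0.5 ± 1.70 (SD, n = 2) at the high dose. The dose trend of this difference was 4.99 points per step (exact permutation p = 0.1, n = 8), which did not pass the threshold, and 3.08 points without mouse 4079. At the low dose the LV exceeded the RA in 1 of 3 mice, against 3 of 3 at the medium dose and 2 of 2 at the high dose. The RV was 16.1 points below the LV in medium-dose mouse 4805 and 2.4 points below it in mouse 4806, and high-dose mouse 4006 had 68.9% in both ventricles.

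LV inactivation per percent gDNA indels fell with dose, and a factor equal at each dose, as from a fixed share of non-cardiomyocyte nuclei, sets the level of this ratio and not its change. A hyperbolic curve through the origin is unlikely, because the log-log slope rose by 0.16 from the lower to the upper dose interval (0.09 to 0.25 with each mouse left out). This holds only for a curve that starts at 0, and saturation on top of an offset was not tested. A constant offset in the transcript readout may contribute, as the line of LV inactivation on indels met 0 indels at 17.9% (16.6% to 18.8% with each mouse left out). The medium-dose mean lay 2.59 points above the line joining the low and high means, against an SD of 1.59, and no untreated cDNA value was analysed here, so an offset stays open. Loss of wild-type transcripts, indels of wild-type alleles and a biological dependence on dose were not tested.

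Low-dose mouse 4079 had the thickest LV posterior wall of the 8 mice. Its LV inactivation was 21.5%, against 21% and 23.6% in the other low-dose mice, a difference of -0.8 points from their mean with an SD of 1.38 in the group, so lower LV inactivation could not be settled as a source. Its LV indels were 0.989% against 0.703% and 0.935%, and its mean over LV, LA and RA was 3.22 points above theirs, mainly through the RA. Mouse 4078 was below mouse 4079 in both LV inactivation (21%) and LV indels (0.703%), yet its wall measured 0.82 mm. The study reported hypertrophy in a low-dose mouse and similar R403Q inactivation among the low-dose mice. A single wrong wall reading is unlikely, since the LV diastolic dimension of mouse 4079, computed from LVPW and LVPW/LVDd, was 2.58 mm. The other low-dose mice had 3.42 and 3.48 mm. An error shared by both dimensions, and biological differences between mice, stay open and were not tested.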
